A study of Tribolium castaneum and Drosophila melanogaster and Drosophila virilis with 22 samples.

How the data were processed

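Small RNA was sequenced from unfertilised eggs laid by virgin females of the red flour beetle Tribolium castaneum (called oocytes here, as in the labels) and from its embryos, and from unfertilised eggs of the fruit flies Drosophila melanogaster and Drosophila virilis. Stranded polyA RNA was sequenced from Tribolium oocytes and embryos. RNA was extracted with TRIzol and libraries were made with Illumina TruSeq kits, per the labels' protocols. The 22 samples were 10 Tribolium small RNA libraries, 8 Tribolium polyA libraries and 4 Drosophila small RNA libraries.

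For polyA RNA the authors deposited whole-number counts of reads per gene, without normalization. The 5 closing lines of each deposited file have the form that htseq-count writes, and reads with more than 1 alignment are in such a line and not in a gene's count. For small RNA the deposited values are expected counts, in which a read that matches several loci is split into fractions. From 14.3% to 37.3% of the small RNA values of a library were fractional. The Tribolium values are per mature arm (the 5p or 3p product of a hairpin) and the Drosophila values are per miRNA gene. The aligner, the genome build and the annotation are not stated in the labels or the files. A miRNA without a listed count in a library was taken as 0.

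Samples were grouped by the stage in their labels. The last small RNA stage carries different end times in its labels, and the one in its title, 48-144 h, was used. Expected counts were rounded to the nearest whole number before the count tests. The main test was edgeR's quasi-likelihood F test (edgeR 4.0.16 in R 4.3.3, glmQLFit and glmQLFTest) with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment at 0.05, two-sided. All 8 polyA libraries were fitted together. The 4 oocyte and 0-5 h small RNA libraries were fitted by themselves, and all 10 Tribolium small RNA libraries were fitted as 4 early (oocytes and 0-5 h) against 6 late (from 8 h on). Standard errors of log2 fold changes are those implied by the F statistic. Counts of 4-fold changes used edgeR's log2 fold change of at least 2 with a prior count of 2 and carry no test. CPM are counts divided by the library's total over listed features, on the usual scale of CPM, except that the levels of genes and arms named from the edgeR tests, and the minimum levels in the rule for naming them, use library totals scaled by the TMM factors. The step from 0-5 h to 8-16 h was counted on log2(CPM + 10) among arms of at least 100 CPM in either stage. Family shares are percent of a library's miRNA counts summed over copies and arms. They were compared between early and late libraries with two-sided exact permutation tests (scipy 1.17.1), whose smallest p is 0.00952 over 210 splits of the libraries. Replicates of the same early stage were counted as separate units in these tests. Intervals for shares in a single library are 95% Wilson intervals, and the smallest share a library can show was set at 3 counts. Reads carry no molecular identifiers, so intervals and floors cover counting error alone. Other computation used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

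Genes named in the text follow a rule fixed in advance. Per comparison they are the largest log2 fold changes past the threshold that changed the same way in every pair of libraries. PolyA genes needed a mean of at least 10 CPM in the higher stage and miRNAs at least 100 CPM in the higher group. A panel of 10 miRNA families was chosen by name. The files give polyA genes as TC identifiers and do not pair them with gene names. Of 16506 identifiers, 1 matched an entry of the gene tables at hand, so only 2 identifiers that rose and 2 that fell are named, all from the first comparison. Gene coordinates were not used here.

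The count tests were tested on simulated counts with known changes. As many features were raised as lowered, and library sizes were scaled by the TMM factors. The rates below therefore do not cover errors of normalization or changes mostly in one direction. For polyA RNA, 75% of 200 genes changed 4-fold were recovered and 6.2% of calls were false. For oocytes against 0-5 h, 82.5% of 40 changed miRNAs were recovered with 2.9% false. For early against late, where the common biological coefficient of variation was 0.912, 0% of 40 miRNAs changed 4-fold were recovered, and 85% of those changed 32-fold, with 0% false. Changes of about 4-fold placed on arms at random were thus not recovered in this simulation, while among the real arms some changes of that size passed. The reason for this difference was not tested.

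Depth sets the precision. The polyA libraries held 15662184 to 39808342 gene counts, the Tribolium small RNA libraries 42267.5 to 1368484.9, and the Drosophila libraries 18597 to 25772. In the shallowest Tribolium small RNA library the smallest share that can be shown is 0.0071%, and in the deepest it is 0.000219%. The alternatives tried were DESeq2 1.42.0 in place of edgeR, its size factors (RLE) or the library size in place of TMM, other filters and pseudocounts, the lane tag as a covariate, the replicate number as a block, fewer stages in the fit, and each library left out in turn. Of the 61 arms whose counts were identical in all libraries to those of another arm, each was tested as listed, and merging them was an alternative. The unaligned and ambiguous read classes were left out of the comparisons.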

Results

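Expression was followed from the unfertilised egg through embryogenesis in Tribolium castaneum, with the unfertilised eggs of the fruit flies Drosophila melanogaster and Drosophila virilis for comparison. PolyA RNA was measured in oocytes and in embryos of 8-16 h, 16-24 h and 24-48 h, with 2 libraries per stage. Small RNA was measured in oocytes and 0-5 h embryos, with 2 libraries each, and in embryos of 8-16 h, 16-20 h, 20-24 h, 24-34 h, 34-48 h and 48-144 h, with 1 library each and no replicate. Each Drosophila species had 2 small RNA libraries. The polyA libraries held from 15662184 counts (16-24 h replicate 2) to 39808342 (oocyte replicate 1), and 15230 of 16506 listed genes had a count. The 4 early small RNA libraries held from 42267.5 to 90971.7 miRNA counts, and the later ones from 329955.8 to 1368484.9, so that depth and developmental period went together. In all, 524 Tribolium arms had a count, of which 299 carried a tca name and 225 a numbered candidate name.

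Replicates were compared before they were averaged. Between polyA replicates the Pearson correlation of log2(CPM + 10) across genes was 0.999 for oocytes, 0.998 for 16-24 h, 0.998 for 24-48 h and 0.983 for 8-16 h. Genes over 4-fold apart between replicates numbered 17 in oocytes, 71 at 16-24 h and 71 at 24-48 h, against 569 at 8-16 h, of which 560 were higher in replicate 1. The 8-16 h replicates differed in depth by a factor of 1.06. Among 54 genes that 8-16 h replicate 2 put at 2 CPM or more and at least 8-fold above oocytes and 16-24 h, the log2 ratio of replicate 1 to replicate 2 was 0.21 or less in 19 and 2.21 or more in 35, with none between. The median log2 ratio was -0.37 in the lower group and 3.48 in the upper group (quartiles 3.35 and 3.71).

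**Figure D1:**
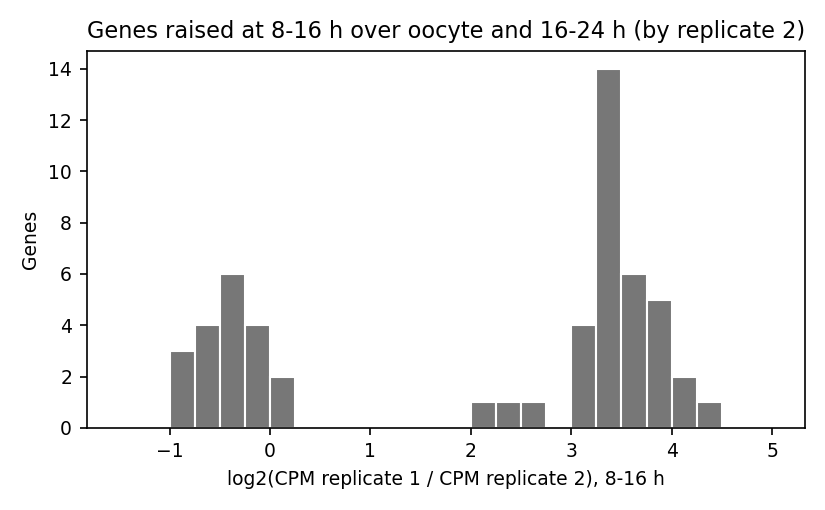
Histogram of the log2 ratio of CPM in replicate 1 to CPM in replicate 2 of 8-16 h polyA RNA (x axis) against the number of genes (y axis), for 54 genes chosen from replicate 2. The genes fall on either side of a gap, 19 at 0.21 or below and 35 at 2.21 or above.

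For small RNA the chi-square statistic per degree of freedom between replicates was 4.95 for Tribolium oocytes, 10.8 for 0-5 h and 3.13 for D. melanogaster, all above sampling noise. For D. virilis it was 1.07 (chi-square test over 36 miRNAs, p = 0.364), so that the counts of this pair agree within sampling noise, and they were counted as 1 sample. The values for D. virilis below are the mean of the pair with the interval of the summed counts.

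The first question was how far the transcriptome changes between the unfertilised egg and the embryo and between later stages. Of 11963 genes tested with edgeR, 11275 (94.2%) differed between any stages. From oocytes to 8-16 h, 4813 genes were higher and 3987 lower. From 8-16 h to 16-24 h, 3426 were higher and 3752 lower, and from 16-24 h to 24-48 h, 3000 were higher and 3095 lower. With the replicate number as a block, the pairing being taken from the labels, the counts were 4746 and 3988, 3364 and 3599, and 2970 and 2996, and 11170 genes differed between any stages. The deviations of same-numbered libraries from their stage means were correlated at a mean r of 0.01, which gives no sign that the numbers pair the libraries. The alternative that moved the first comparison most was a minimum of 10 counts in every library, with 3195 genes higher and 3288 lower. With the library size in place of TMM, 8-16 h to 16-24 h gave 2774 higher and 4682 lower, and with DESeq2 3675 higher and 3114 lower, so that the direction of the surplus in this step was not fixed by the data.

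Large rises were concentrated in the first comparison, which had the fewest large falls. At least 4-fold changes, counted without a test, numbered 2586 higher and 215 lower from oocytes to 8-16 h, 545 and 784 from 8-16 h to 16-24 h, and 599 and 601 from 16-24 h to 24-48 h. Leaving out the genes over 4-fold apart between the 8-16 h replicates, an alternative chosen after seeing the data, left 2118 higher in the first comparison and 456 lower in the second.

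**Figure D2:**
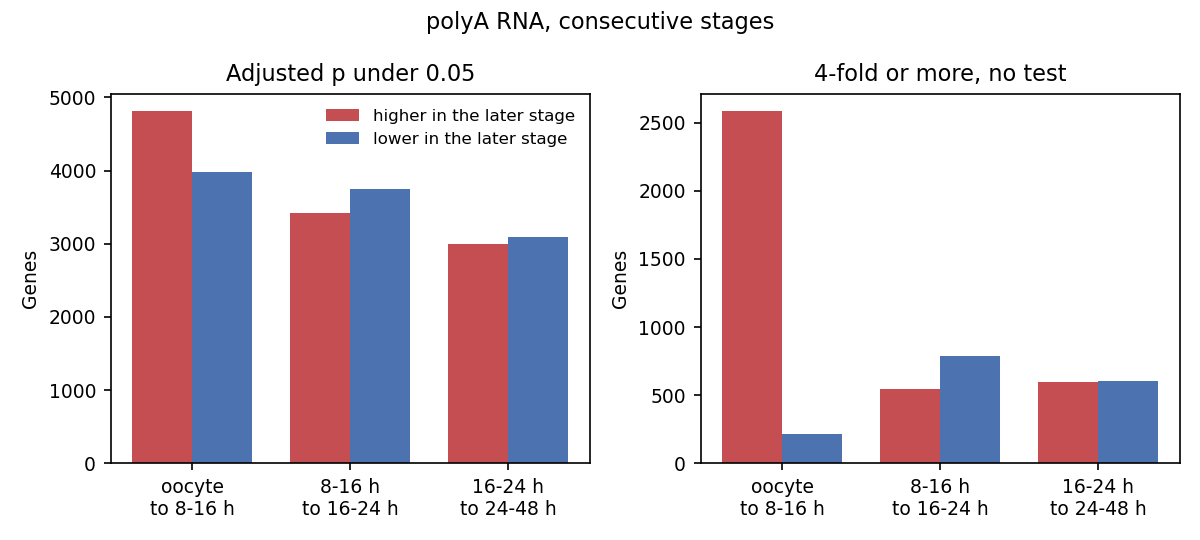
Bars give the number of polyA genes (y axis) higher or lower in the later of 2 consecutive stages (x axis), by adjusted p under 0.05 on the left and by a 4-fold change without a test on the right. From oocytes to 8-16 h, 2586 genes were 4-fold higher and 215 were 4-fold lower.

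Across 10238 genes with a mean of 1 CPM or more, the correlation of log2(CPM + 0.5) between libraries of different stages ranged from 0.815 to 0.868 for oocytes and 8-16 h, 0.726 to 0.734 for oocytes and 16-24 h, and 0.673 to 0.689 for oocytes and 24-48 h. It was 0.864 to 0.9 for 8-16 h and 16-24 h, and 0.902 to 0.913 for 16-24 h and 24-48 h. Genes are not independent replicates, and no test was made of these values. At 1 CPM or more in both replicates, 8453 genes were detected in oocytes, 9894 at 8-16 h, 9655 at 16-24 h and 9546 at 24-48 h.

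The largest rise from oocytes to 8-16 h was that of TC013428, which had 0 TMM-scaled CPM in both oocyte libraries and 244 ± 29.5 at 8-16 h (SD, n = 2), a log2 fold change of 15.73 (SE 0.38, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 9.15e-07). On the same scale TC032087 rose from 0 to 120 ± 3.68 CPM (SD, n = 2), a log2 fold change of 14.70 (SE 0.49, adjusted p = 2.59e-06 in the same test). Neither gene had a count in the oocyte libraries, where 3 counts correspond to 0.0754 and 0.107 CPM. The sizes of these fold changes are therefore not measured ratios. TC000679 fell by 4.68 on the log2 scale (SE 0.39, adjusted p = 3.61e-05), from 55.6 ± 2.25 to 2.17 ± 0.976 CPM (SD, n = 2), and TC012588 fell by 4.60 (SE 0.33, adjusted p = 1.78e-05), from 15.1 ± 1.45 to 0.616 ± 0.222 CPM.

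A few miRNAs made up most of the small RNA counts. The 10 most abundant arms took 68.79% and 69.25% of counts in the oocyte libraries, a mean of 69.02%, and up to 87.55% at 20-24 h. Without the most abundant arm the oocyte mean was 61.56%. The most abundant arm was tca-mir-279c-3p in 9 of the 10 Tribolium libraries. It took 25.3% and 23.6% of counts in oocytes, 31.3% and 33.5% at 0-5 h, 48.7% at 16-20 h and 9.40% at 48-144 h, where tca-mir-10-5p was the most abundant at 26.2%. In D. melanogaster and D. virilis the most abundant was mir-311, at 23.4% ± 0.204 (SD, n = 2) and 24.6% (95% Wilson interval 24.2 to 25).

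Among the 10 families of the panel, mir-309 took 0.642% ± 0.097 of counts in oocytes and 0.205% ± 0.0528 at 0-5 h (SD, n = 2 each), then 4.20% (95% Wilson interval 4.14 to 4.25) at 8-16 h, 5.67% (5.62 to 5.72) at 20-24 h and 0.587% (0.574 to 0.6) at 48-144 h. The family mir-3851 reached its highest share at 8-16 h, 3.70% (3.64 to 3.75), against 0.99% ± 0.203 in oocytes and 0.504% (0.48 to 0.529) at 16-20 h. For bantam the share was 5.47% ± 0.391 in oocytes, 8.67% ± 0.755 at 0-5 h, 1.12% (1.09 to 1.15) at 8-16 h, 0.441% (0.419 to 0.464) at 16-20 h and 3.63% (3.59 to 3.66) at 48-144 h. For let-7 it was 0.525% ± 0.167 in oocytes, 0.836% ± 0.00482 at 0-5 h, 0.109% (0.1 to 0.119) at 8-16 h and 0.0115% (0.00981 to 0.0134) at 48-144 h. mir-92 was at 5.74% ± 0.293 in oocytes and 4.12% ± 0.204 at 0-5 h. It then rose from 1.00% (0.977 to 1.03) at 8-16 h to 13.6% (13.5 to 13.7) at 34-48 h, and was at 3.16% (3.13 to 3.19) at 48-144 h. mir-184 was at 3.34% ± 2.09 at 0-5 h, and rose from 0.531% (0.516 to 0.547) at 20-24 h to 9.72% (9.67 to 9.77) at 48-144 h. The share of mir-1 was 0.27% (0.261 to 0.279) and that of mir-9 3.61% (3.58 to 3.64) at 48-144 h, each its highest of the series. mir-124 was at 0.0545% (0.0507 to 0.0586) at 48-144 h and had no count in the oocyte libraries, whose depth could show shares of 0.0033% and 0.00562%.

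**Figure D3:**
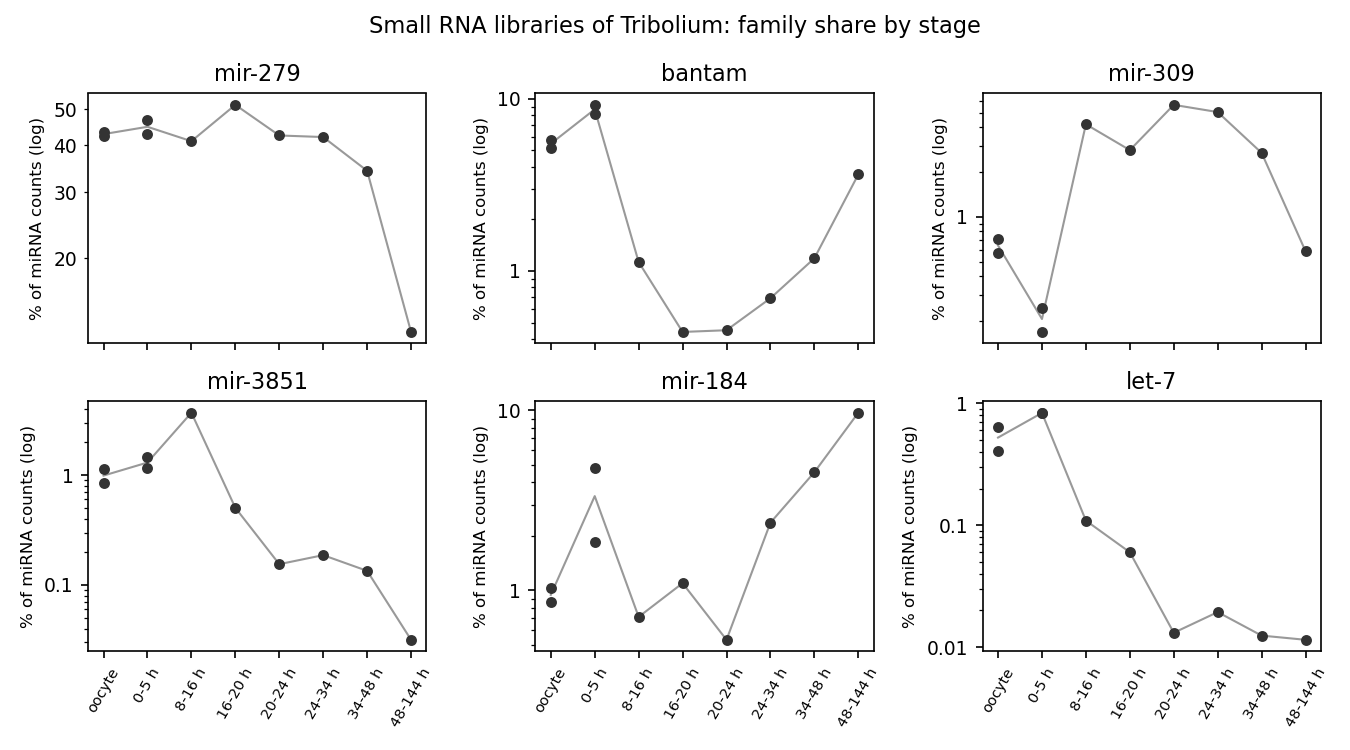
Percent of miRNA counts (y axis, log scale) in 6 miRNA families over the 8 small RNA stages (x axis). Points are libraries and lines join the stage means. let-7 fell from 0.836% at 0-5 h to 0.0115% at 48-144 h, while mir-184 reached 9.72% at 48-144 h.

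Over the 10 panel families, exact permutation tests of early (n = 4) against late (n = 6) libraries, two-sided, gave the lowest p for let-7 and bantam (exact p = 0.00952 each, the smallest possible; Benjamini-Hochberg adjusted 0.0476). The let-7 share averaged 0.68% early and 0.0376% late, and that of bantam 7.07% and 1.25%, with each of the 4 early libraries above each of the 6 late ones. For mir-309 the means were 0.423% and 3.50% (exact p = 0.019, adjusted 0.0633). In the other 7 families the adjusted values were 0.886. These tests count each library as a unit, although the early libraries are replicate pairs and the late ones are each a different stage. The p-values may therefore overstate the evidence. Within the lane tag L001 the let-7 share was 0.836% early (n = 2) and 0.0425% late (n = 5). Within L006 it was 0.525% (n = 2) and 0.0131% (n = 1), so that lane has a single late library. The same values for bantam were 8.67% and 1.41%, and 5.47% and 0.451%. Scaled by TMM, the late to early ratio was 0.177 for let-7 and 0.831 for bantam, and by RLE factors 0.199 and 1.56, so that the direction for bantam depended on the scaling. For mir-279 the ratio was 0.851 by library size and 3.29 by TMM.

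Oocytes and 0-5 h embryos were compared to see which miRNAs differ between unfertilised laid eggs and embryos of the first hours. Of 134 arms tested with edgeR, 5 were higher and 10 lower at 0-5 h, and 41 had an unadjusted p under 0.05. All oocyte libraries carried lane tag L006 and all 0-5 h libraries L001, so the stage and the lane cannot be told apart, and no value within a lane can be given. With the replicate number as a block, the pairing taken from the labels, 7 were higher and 11 lower, and the deviations of same-numbered libraries were correlated at 0.17. Without a filter on low counts 9 were higher and 14 lower, and with DESeq2 2 were higher and 10 lower. At least 4-fold changes numbered 1 higher and 2 lower. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, tca-mir-3049-5p rose by 1.98 on the log2 scale (SE 0.28, adjusted p = 0.00979), tca-mir-184-3p by 1.77 (SE 0.39, adjusted p = 0.029) and candidate125-3p by 1.75 (SE 0.35, adjusted p = 0.0217). The rise of tca-mir-3049-5p rests on 5 and 3 counts in the oocyte libraries and 14 and 9 at 0-5 h. With counts this low its SE and p may understate counting error. In the same test tca-mir-3835-5p fell by 3.89 (SE 0.54, adjusted p = 0.00979), tca-mir-275-3p fell by 2.28 (SE 0.24, adjusted p = 0.00313) and tca-mir-87a-3p fell by 1.84 (SE 0.47, adjusted p = 0.0496). The TMM-scaled level of tca-mir-275-3p was 40600 ± 9640 CPM in oocytes and 8380 ± 919 CPM at 0-5 h (SD, n = 2). That of tca-mir-184-3p was 9610 ± 1560 and 32600 ± 18800 CPM, with 46000 CPM in 0-5 h replicate 1 and 19300 in replicate 2. With DESeq2 candidate125-3p and tca-mir-3049-5p did not pass the threshold. With identical arms merged tca-mir-184-3p and tca-mir-87a-3p did not pass it, and tca-mir-87a-3p also did not with RLE factors or without the most abundant miRNA.

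Early and late libraries were compared to see which miRNAs differ between the egg and first hours and later embryogenesis. Each late stage had 1 library, so the late spread in this test is that between stages. The early spread also includes that between replicates of a stage, which the test counts as independent. Of 234 arms, 90 were higher and 53 lower in late libraries. With the library size in place of TMM these became 39 and 83, so that the surplus changed direction. TMM factors were 2.157 to 2.452 in the early libraries and 0.387 to 0.962 in the late ones. With the lane tag as a covariate 72 were higher and 47 lower. The largest rises were those of tca-mir-2944b-5p, by 9.85 on the log2 scale (SE 1.36, adjusted p = 0.000243), tca-mir-309a-5p, by 9.44 (SE 1.32, adjusted p = 0.000243), and tca-mir-275-5p, by 8.98 (SE 1.12, adjusted p = 0.000123), in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. These arms had at most 3 counts in any early library, so the size and order of their rises depended on single libraries. Without oocyte replicate 1 the rise of tca-mir-2944b-5p was 13.53. Without 0-5 h replicate 1 that of tca-mir-275-5p was 11.52, above tca-mir-309a-5p at 9.91 and tca-mir-2944b-5p at 9.57. In the same test tca-mir-3835-5p fell by 5.78 (SE 1.03, adjusted p = 0.000969), tca-mir-3834-3p fell by 3.82 (SE 0.74, adjusted p = 0.00173) and tca-mir-3869-3p fell by 3.03 (SE 0.77, adjusted p = 0.00561). The rule for naming these 6 arms required the same direction in all 24 pairs of an early and a late library, so that agreement is no further support.

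**Figure D4:**
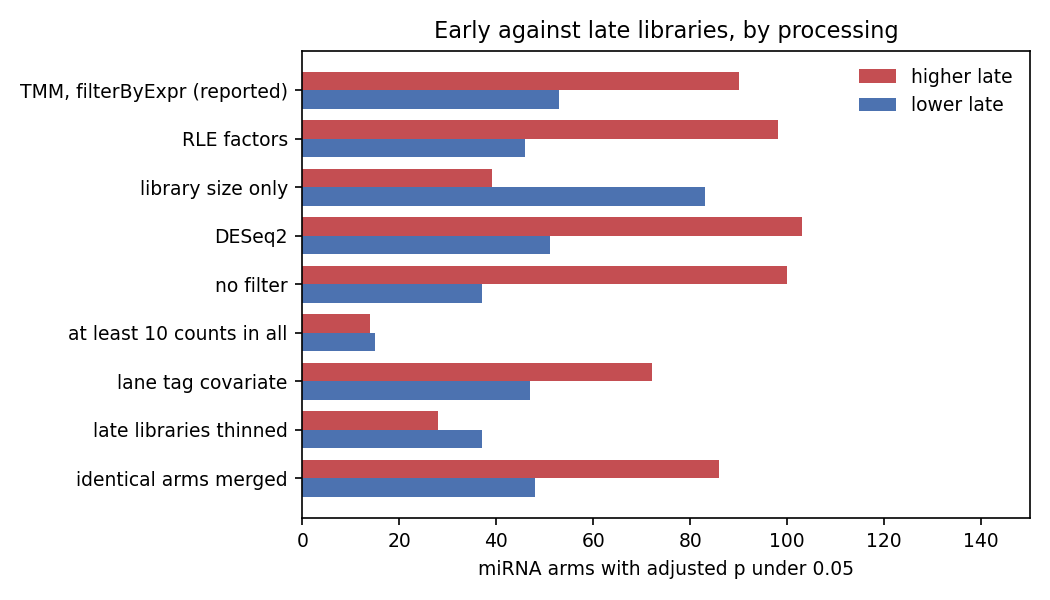
Bars give the number of miRNA arms with an adjusted p under 0.05 (x axis) that were higher or lower in the 6 late than in the 4 early libraries, for each way of processing (y axis). The reported setting gives 90 higher and 53 lower, and library size scaling 39 higher and 83 lower.

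The step from 0-5 h to 8-16 h rests on 1 library at 8-16 h and has no replicate check there. Among 231 arms of at least 100 CPM in either stage, 96 were at least 4-fold higher at 8-16 h and 78 at least 4-fold lower. With TMM-scaled CPM, 123 of 220 were higher and 8 lower. From 8-16 h to 16-20 h, 5 of 190 arms were 4-fold higher and 88 lower, and 10 and 86 of 204 with TMM-scaled CPM. From oocytes to 0-5 h the same count gave 2 higher and 4 lower of 169 (1 and 2 of 127 with TMM-scaled CPM), and from 24-34 h to 34-48 h 1 and 0 of 117 (1 and 0 of 141). From 16-20 h to 20-24 h it gave 4 and 9 of 134 but 14 and 1 of 163 with TMM-scaled CPM, and from 20-24 h to 24-34 h 3 and 1 of 118 but 2 and 5 of 160, so the direction of these steps depends on the scaling. From 34-48 h to 48-144 h 29 were higher and 16 lower of 125, and 47 and 9 of 161 with TMM-scaled CPM.

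Unfertilised eggs were compared between species over miRNA names they share, across miRNAs, which are not independent replicates. Spearman's rho of the mean share was 0.917 over 47 names for D. melanogaster and D. virilis, 0.561 over 30 names for Tribolium and D. melanogaster, and 0.57 over 30 names for Tribolium and D. virilis. With 1 library per species, rho ranged from 0.439 to 0.504 and from 0.504 to 0.587 for the pairs with Tribolium and from 0.888 to 0.914 between the flies, over the names with a count in those libraries. The alternative that moved the Tribolium values most was a minimum count. With at least 10 counts in every library rho was 0.284 over 17 names for D. melanogaster and 0.112 over 16 for D. virilis, and 0.934 over 26 names between the flies. The shared names held 20.5% of Tribolium counts and 52.3% of D. melanogaster counts. The mir-279 family took 42.9% ± 0.798 of counts in Tribolium, 1.36% ± 0.172 in D. melanogaster (SD, n = 2 each) and 1.76% in D. virilis (95% Wilson interval 1.63 to 1.89). mir-92 together with mir-310 to mir-313 took 60.4% ± 2.2 in D. melanogaster and 68.3% (67.8 to 68.8) in D. virilis, and mir-92 took 5.74% ± 0.293 in Tribolium. The share of bantam was 5.47% ± 0.391, 7.31% ± 0.0439 and 6.36% (6.12 to 6.61) in the same order of species.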

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

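All tests in this part were chosen after the results were seen. The closing lines of the polyA files count reads that the comparisons did not use. The share of alignments that are not unique rose over the series, from 2.1% in oocytes to 5.9% at 8-16 h, 8.05% at 16-24 h and 11.64% at 24-48 h (means, n = 2), a range of 9.54 percentage points. It was noticed because it lies outside the gene counts and far above any floor of the depth. Replicates of one stage differed by at most 0.32 points although their depths differed by up to 1.49-fold, which goes against library depth as the cause. The 8-16 h replicates differed by 0.09 points. The genes far apart between them took 2.24% and 0.245% of counts, but the whole amount of any RNA mixed in was not estimated. Whether mixing moved the share can therefore not be told from this difference. Reads shared between paralogs or repeated copies remain as a candidate source, which was not tested, and the pattern cannot be told apart from it.

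Reads outside the counted genes took 5.34% at 16-24 h and 2.74% in oocytes. Replicates of one stage differed by up to 0.47 points, against 2.6 points between these stages, so that depth did not account for it. Whether such reads come from transcripts absent from the annotation used for counting was not tested.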

How the results depend on the processing

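The comparisons, their tests and most alternatives were chosen before the data were examined. The thinned libraries, the merged arms, the genes left out for differing between the 8-16 h replicates and the family-number correlation were chosen after seeing the data. Over 25 results, 160 of 198 alternative values stayed within 1.5 times or 1 SD of the reported value. Within these limits the surplus of lower genes from 8-16 h to 16-24 h (3426 higher, 3752 lower) turned to 3675 and 3114 with DESeq2 and 3830 and 3295 with RLE factors, and to 3137 and 2740 with only the 2 stages. That from 16-24 h to 24-48 h (3000 higher, 3095 lower) turned to 3535 and 3315 with only the 2 stages and 2937 and 2923 without a filter. It stayed with DESeq2, RLE factors, the library size, the replicate block and the minimum of 10 counts. Where a value below changed, the cause was not tested unless stated.

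Requiring at least 10 counts in every library gave, for polyA RNA, 3195 genes higher from oocytes to 8-16 h (reported 4813), and 4-fold counts of 693 higher and 127 lower in that comparison, 238 and 232 from 8-16 h to 16-24 h, and 196 and 205 from 16-24 h to 24-48 h. For early against late miRNAs it gave 14 higher and 15 lower. This filter removes features absent from any stage. From 8-16 h to 16-24 h, 545 genes were reported 4-fold higher and 784 lower. Without 8-16 h replicate 1 more were 4-fold higher than lower, a result without a test. Leaving out the genes that differ between the 8-16 h replicates gave 456 genes 4-fold lower from 8-16 h to 16-24 h, and the fits that each left out one replicate gave from 501 to 893.

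Early against late, library size scaling gave 39 higher and 83 lower, and thinning the late libraries to the shallowest early one gave 28 higher. Across the 10 fits that each left out one library, from 68 to 92 were higher and from 41 to 67 lower. From oocytes to 0-5 h, 2 miRNAs were higher with DESeq2, 3 with identical arms merged, 8 with library size scaling and 9 without a filter. Leaving out one replicate gave from 0 to 2 miRNAs 4-fold higher and from 2 to 4 lower, as values without a test. From 0-5 h to 8-16 h, TMM-scaled CPM gave 8 arms 4-fold lower.

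In oocytes the 5 most abundant arms took 54.5% and the 10 most abundant without the first 61.56%. The rank correlation of Tribolium with D. melanogaster was 0.284 with at least 10 counts in every library, 0.607 by family number and from 0.472 to 0.532 with a replicate left out. With D. virilis it was 0.112 with at least 10 counts, 0.528 as Pearson's r and from 0.525 to 0.581 with a replicate left out. Between the flies it was 0.905 with names not summed, 0.903 by family number, 0.934 with at least 10 counts and from 0.885 to 0.92 with a replicate left out. Tribolium and Drosophila share no name unless arms are summed, so that alternative gave no value for them.

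Of 174 values for the 16 changes named in the text, 168 stayed past the threshold in the same direction and 6 lost it. A further 16 had no value, since the count filter had removed the gene or miRNA. No paired analysis was possible because the late small RNA stages have 1 library each, for early against late, and because the species comparison and the 4-fold counts come from no test. The replicate block, paired by the labels, is given with the comparisons it applies to. The depth of the early small RNA libraries, 42267.5 to 90971.7 counts, limits what can be called absent early.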

Other observations

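All tests in this part were chosen after the results were seen, except those on arm use and on the share of candidate arms.

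The 569 genes over 4-fold apart between the 8-16 h polyA replicates stand out. A set of 372 genes at 5 CPM or more in replicate 1 and over 4-fold above replicate 2 took 2.24% of counts in replicate 1 and 0.245% in replicate 2. Their median level was 17.6 CPM in replicate 1, 0.24 CPM in oocytes, 1.3 at 16-24 h and 1.37 at 24-48 h. RNA of another source mixed in at different amounts is a candidate explanation: among 54 genes chosen from replicate 2, the largest gap between neighbouring log2 ratios was 2.00, and none of 10000 simulated normal draws of the same SD gave a gap above 1.84. The upper group lay near a common ratio, with a median of 11.2-fold. Another stage of the series is not borne out as the source, since only 57 of the 372 genes were at least as high in another stage. Depth is not borne out either, as these replicates differed by a factor of 1.06, the smallest of the stages. An unsampled stage or tissue, and a biological difference in collection time within 8-16 h, were not tested, so the pattern cannot be told apart from them.

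The real grouping of early and late small RNA libraries was set against others. Among 100 splits of the 10 libraries, of 210 possible, 1 gave as many miRNAs higher and 1 as many lower, the real split in both cases. The most in any other split was 4 higher and 48 lower. The surplus of miRNAs higher over lower may rest on normalization and library depth: library size scaling left 39 higher against 83 lower, and thinning left 28 higher against 37 lower. That miRNAs differ between the periods remained under both, while the direction of the surplus did not.

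Whether the lane tag could account for the differences between oocytes and 0-5 h was examined with the 20-24 h library, which shares the tag of the oocytes. Its departure from its neighbours was correlated with oocytes minus 0-5 h at a rho of 0.30 across 175 arms. The same value was -0.06 for 16-20 h, -0.23 for 24-34 h and -0.06 for 34-48 h. With 4 stages the highest rank has no weight as a test, and the lane remains a possible explanation. The 0-5 h replicates differed more than the oocyte replicates by chi-square, but not by the SD of log2 ratios, 0.677 against 0.744. RNA of late embryos in replicate 1 is a possible explanation for part of the difference between the 0-5 h replicates. Of 11 arms with at least 10 counts at 0-5 h that were at least 8-fold above oocytes at 48-144 h, 10 were higher in replicate 1, against 79 of 146 other arms. Of the same 11 arms, 3 were higher in oocyte replicate 1. This set was chosen after a wider test gave no support: across 152 arms, the rank correlation of the 0-5 h replicate difference with 48-144 h minus oocytes was 0.03, and -0.22 for the oocyte replicates. The amount of 48-144 h RNA that each of the 10 would need ran from 0.856% to 37.7%, the highest for tca-mir-184-3p, with a median of 2.93%, so that RNA of this stage in a single amount would not account for all of them. The test does not settle the question. Of the 5 arms called higher at 0-5 h than in oocytes, 3 are among these arms, and replicate 2 alone was above the oocyte mean in each: tca-mir-3049-5p at 213 against 55.6 CPM, tca-mir-1-3p at 308 against 96.3 and tca-mir-184-3p at 18600 against 9380. The level of tca-mir-3049-5p in replicate 2 rests on 9 counts. Late RNA in replicate 1 would thus not account for the rise of tca-mir-3049-5p or tca-mir-1-3p, which were at 244 and 349 CPM there. For tca-mir-184-3p, at 48200 CPM there, the 37.7% needed lies far above the 0.856% and 0.894% for tca-mir-263a-5p and tca-mir-10-5p. Late RNA in such small amounts would account for little of the excess of tca-mir-184-3p in replicate 1.

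Arms with a candidate name took 15.1% of counts at 8-16 h (95% Wilson interval 15 to 15.2) and at most 3.4% in any other library. Of 103 candidate arms at 100 CPM or more in any library, 78 were highest at 8-16 h, against 24 of 178 arms with a tca name. Arms with identical counts, such as candidate84-3p and candidate85-3p, were counted as listed, so these arms are not all independent. The arm tca-mir-3836b-3p had the same level as both in every library, so the candidate and tca classes may share reads. The 5 most abundant candidate arms as listed did not account for the high share at 8-16 h. Without them it was 9.43% at 8-16 h and at most 2.43% elsewhere, though identical copies of them may remain. With 1 library at this stage, a stage effect and a library effect cannot be told apart.

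Use of the 5p and 3p arms differed between early and late libraries. Of 60 hairpins with at least 20 counts in every library, 20 had an adjusted p under 0.05 in two-sided exact permutation tests (exact p = 0.00952 each, adjusted 0.0286). All had every early library on one side of every late one, within both lane tags, though the 20-24 h library is the only late one in L006. Early replicates were counted as separate units, so the p-values may overstate the evidence. The 5p share of tca-mir-13b was 2.2% ± 1.32 early (SD, n = 4) and 33.1% ± 13.4 late (SD, n = 6). For tca-mir-14 it was 1.1% ± 1.13 and 23.1% ± 7.04, and for tca-mir-275 0.046% ± 0.0921 and 21.4% ± 11.9. In all, 14 of the 20 moved toward 5p and 6 toward 3p. The largest shift was toward 3p, in candidate16, whose 5p share was 87.5% ± 2.81 early and 42.1% ± 16.3 late. The share within a hairpin does not depend on the scaling of the library. After the late libraries were thinned to the early depth, 13 of the 20 could still be tested and 7 could not. Of the 13, 6 kept an adjusted p under 0.05 and 7 did not, and a loss in most was the outcome written down beforehand for an effect of depth. However, all 13 kept the direction of their shift, a count added after the result was seen. In the 7 that lost the call the shift was 0.701 to 3.26 times its size before thinning. The direction says little for tca-mir-11, tca-mir-279e, tca-mir-309b and tca-mir-3791, with an early 5p share of 0%, or for tca-mir-9c, with 100%. Thinning the late libraries could not reverse a shift away from such a bound. The lost calls may reflect fewer counts for the test, and whether depth accounts for the shifts cannot be told. The 6 that kept the call moved toward 5p, and include tca-mir-13b, tca-mir-14 and tca-mir-275, with late means of 36.8%, 22.5% and 21%. Of the 6 that moved toward 3p, 2 could be tested after thinning and did not keep the call, and candidate16 could not be tested. For the 6 that kept the call a developmental change in arm use is a hypothesis, and reads shared between related hairpins were not tested as a cause.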
